A study of Homo sapiens with 2 samples. Its data were reported in "Induction of senescence-associated secretory phenotype underlies the therapeutic efficacy of PRC2 inhibition in cancer" (2022).

How the data were processed

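Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase cuts open chromatin and inserts sequencing adapters, so that sequenced ends pile up where DNA is accessible. The 2 libraries came from G401 cells, an established line from a malignant rhabdoid tumor of the kidney. One culture received DMSO, the solvent, and the other received MAK683, a small molecule that binds the EED subunit of Polycomb repressive complex PRC2 and blocks its methylation of histone H3 lysine 27. Per the labels, treatment lasted 3 days and reads were paired and 150 bp long. There was 1 library per group. No difference below has a replicate check, and no p-value was computed.

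Per the study's methods, reads were trimmed with Trim-galore and aligned to hg19 with Bowtie2. Per the file headers, the authors called narrow peaks on each library alone with MACS 2.1.1.20160309. The methods of the study name another version of this tool. Tags were shifted by -100 bp and extended to 200 bp, which centres each tag on the Tn5 cut. No control was given, and 1 tag was kept per position. The q-value cutoff was 0.05. Local background was switched off, so a single background level served the whole genome of a library and regional differences in coverage were not corrected. The alignments were read as single ends, so the tags counted are reads and not fragments. Tags after this filter numbered 16598348 in the DMSO library and 18265284 in the MAK683 library, of 23901891 and 26692938 in all.

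The deposited peak height is a pileup signal: the number of extended tags over the summit, in whole tags and not scaled for depth. The deposited fold enrichment is a ratio, the pileup plus 1 over the genome-wide background plus 1, and its size depends on depth. The deposited −log10 p-value and −log10 q-value of each peak also depend on depth. These scores are the authors' own values for each peak and were used only to describe, rank or filter peaks.

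Heights were scaled to tags per 1000000 tags after filtering (RPM below), which makes 1 tag equal to 0.0602 RPM in the DMSO library and 0.0547 in the MAK683 library. Peaks on chromosomes 1 to 22, X and Y were used, and all peak ends lay within the GRCh37 chromosome lengths. Peaks of the libraries were called shared when they overlapped by at least 1 bp. The background for sharing was the same overlap after every peak had been moved by 1 Mb along its chromosome. For heights, overlapping peaks of both libraries were merged into regions and the tallest peak of each library was taken. A peak was TSS-proximal when it came within 3 kb of the transcription start site (TSS) of any of 64449 genes in GENCODE 44 lifted to GRCh37. Each gene had a single TSS, that of its Ensembl canonical transcript where marked and otherwise of its longest basic or longest transcript. Shares have 95% Wilson intervals. Heights of single peaks have 95% exact Clopper-Pearson intervals of the tags over the library total. Log2 ratios of single promoters have 95% intervals from the Poisson error of the tags of both peaks, by a normal approximation on the log scale. Medians have 95% order-statistic intervals. All intervals cover counting error only: neighbouring peaks are not independent, and reads without molecular identifiers are not independent molecules.

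The genes named were fixed before the data were examined. Of them, 8 are given in full. The study shows these as accessibility tracks or places them with the derepressed genes of the senescence-associated secretory phenotype. A further 24 genes, which it names as derepressed or as PRC2 targets, are summarised with them. The peaks named were, by the same prior rule, the 3 tallest of each library that overlapped no peak of the other, with ties kept. The promoter height of a gene was its tallest peak within 3 kb of the TSS. A library without a peak was set to a floor of 0.361 RPM, the larger of the lowest heights of the libraries. The median log2 change of the 32 named genes was placed among the medians of 10000 random lists of other protein-coding genes, drawn in 10 bins of mean promoter height. This percentile describes these libraries only. The study chose many of the named genes with expression and accessibility data from this cell line, so the list is not independent of these libraries.

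The interval code and the percentile were tested on simulated data. Among 16247 simulated genes, 200 were changed 2-fold; 20 of 20 lists of changed genes fell above the 97.5th percentile, and 0 of 20 lists of unchanged genes fell outside the central range. Alternatives were stricter peak filters, equal peak numbers, a common height floor, other overlap rules, other TSS windows and sets, and other height scales. Those chosen after seeing the data were a minimum of 1 RPM, the TSSs of all basic transcripts, and the gene list without CXCL9, CXCL10, FOXO1 and WNT6, which the study names only as PRC2 targets. Peaks on unplaced sequences and the mitochondrion entered only the alternative that used all sequences and the closer look at flagged results. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. Histone marks, DNA methylation and expression were not analysed here.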

Results

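Accessible chromatin in G401 cells was compared between a DMSO library and a MAK683 library after 3 days of treatment, with 1 library per group. The comparison addresses whether blocking PRC2 changes chromatin opening, genome-wide and at genes that the study found derepressed. The MAK683 library was slightly deeper, with 18265284 tags after filtering against 16598348, a ratio of 1.10. There were no replicates, so the differences below are between these libraries, and whether they exceed the variation between cultures could not be tested.

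On the main chromosomes, 114060 peaks were called in the DMSO library and 161184 in the MAK683 library, a ratio of 1.41. The peaks covered 85.0 Mb in DMSO and 96.5 Mb in MAK683, a ratio of 1.13. MAK683 peaks were shorter, with a median of 391 bp against 433 bp. They were also lower, with a median height of 0.547 against 0.663 tags per 1000000 tags of the library (RPM). The lowest peak held 6 tags in both libraries. The excess of MAK683 peaks lay among low peaks. At a height of at least 0.5 RPM the libraries had 88267 and 90370 peaks. At a height of at least 1 RPM, a minimum chosen after seeing the data, DMSO had 24987 peaks and MAK683 had 17893, a ratio of 0.716. This reversed the direction. At a height of at least 3 RPM the numbers were 1592 and 144. The direction of the difference in peak number therefore depended on the height at which peaks were counted.

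**Figure D1:**
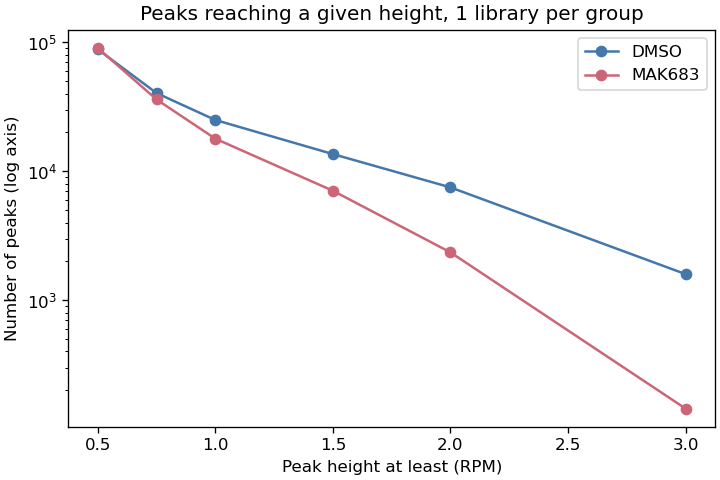
Number of peaks (log axis) reaching at least the height on the horizontal axis, in RPM, in the DMSO and MAK683 libraries. Points are counts joined by lines: the libraries are nearly equal at 0.5 RPM, and DMSO has more peaks at each greater height shown, with 1592 against 144 at 3 RPM.

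A MAK683 peak overlapped 56.2% of DMSO peaks (95% Wilson interval 55.9 to 56.5%), against 8.55% after the DMSO peaks had been moved by 1 Mb. A DMSO peak overlapped 43.2% of MAK683 peaks (43.0 to 43.5%), against 6.35% after the move. Sharing rose with height. Among peaks under 0.5 RPM, 26.6% of DMSO peaks and 24.9% of MAK683 peaks were shared. From 1 to 1.5 RPM the shares were 95.3% and 92.2%, and at 2 RPM or more all 7496 DMSO peaks and all 2348 MAK683 peaks were shared. The peaks found in a single library, 49995 in DMSO and 91532 in MAK683, had a median of 9 tags in both. Among the alternatives, the minimum of 1 RPM in both libraries moved the MAK683 share most, to 84.6%, and requiring at least 50% of each peak to be overlapped or summits at most 150 bp apart moved the DMSO share most, to 31.7% under each.

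**Figure D2:**
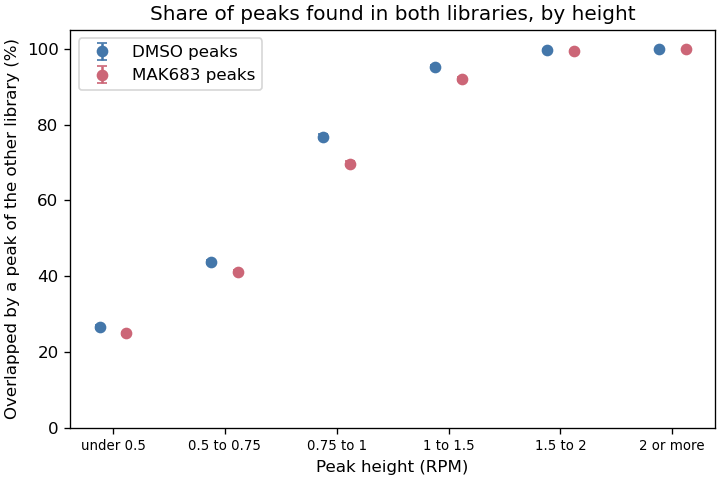
Share of peaks overlapped by a peak of the other library (%), by peak height in RPM, with 95% Wilson intervals that are mostly smaller than the points. The share rises from 26.6% of DMSO and 24.9% of MAK683 peaks under 0.5 RPM to 100% of both at 2 RPM or more.

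Peak height was then compared at the 57983 regions with a peak in both libraries. The median log2 ratio of MAK683 to DMSO was -0.33, a ratio of 0.795. MAK683 was lower at 76.2% of these regions. From the lowest to the highest quartile of height, the median log2 ratios were -0.14, -0.26, -0.34 and -0.48. Low regions enter only when they reached the calling limit in both libraries. Of 14070 regions that reached 1.5 RPM in either library, 99.7% were shared. Among the 9682 shared regions with a mean height of at least 1.5 RPM the median was -0.49, with -0.51 in the lowest and -0.47 in the highest quartile of their height. TSS-proximal regions had a median of -0.40 and regions away from any TSS -0.29. Without depth scaling, the alternative that moved the value most, the median was -0.19, still below 0.

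The study looked at chromatin opening around TSSs as a composite profile and reported no significant change there. Shares and heights of called peaks are other measures than that profile. Peaks were split here by distance to a TSS. TSS-proximal peaks made up 34.0% of DMSO peaks (33.7 to 34.2%) and 28.1% of MAK683 peaks (27.9 to 28.4%). After all peaks of a library had been moved by 1 Mb, the shares were 16.3% in DMSO and 14.0% in MAK683. Among peaks found in a single library the shares were 24.1% in DMSO (23.7 to 24.5%) and 17.7% in MAK683 (17.5 to 18.0%). No moved background was computed for these peaks alone, which were shorter, with medians of 292 bp in DMSO and 317 bp in MAK683. TSS-proximal peaks were 1.17 times as many in MAK683, and other peaks 1.54 times as many. The lower TSS-proximal share in MAK683 did not hold for tall peaks. With a −log10 q of at least 10 the shares were 53.7% in DMSO and 57.7% in MAK683. Of 20163 protein-coding genes, 14660 had a peak within 3 kb of the TSS in DMSO and 15875 in MAK683. Both libraries had one at 14288 genes, DMSO alone at 372 and MAK683 alone at 1587.

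The ratio of peak numbers differed between chromosomes. It was 0.832 on chromosome 22 (interval 0.784 to 0.884), 0.848 on chromosome 19 (0.813 to 0.885) and 0.864 on chromosome 17 (0.832 to 0.897). It was 2.04 on chromosome 13 (1.94 to 2.15) and 2.12 on chromosome 18 (2.00 to 2.26).

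**Figure D3:**
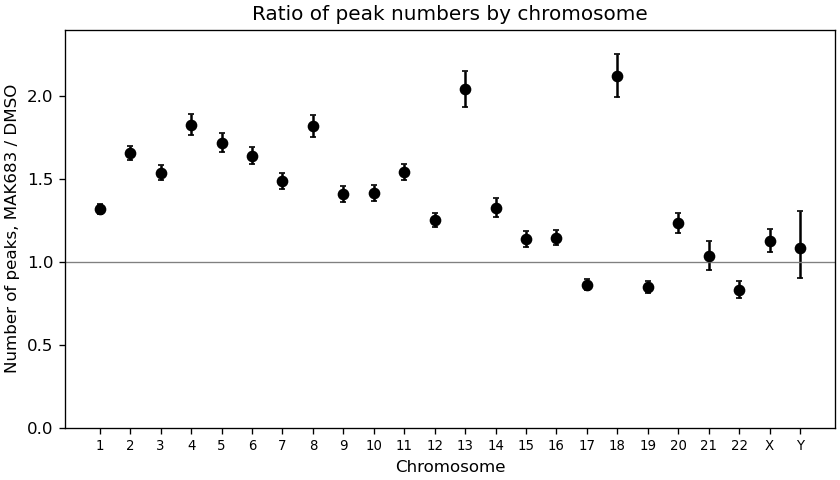
Number of MAK683 peaks divided by number of DMSO peaks on each chromosome, with 95% intervals from the Wilson interval of the MAK683 share and a line at 1. The ratio lies below 1 on chromosomes 17, 19 and 22 and is largest on chromosomes 13 and 18, at 2.04 and 2.12.

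The last comparison concerned 32 genes that the study names as derepressed by MAK683 or as targets of PRC2. CXCL9, CXCL10, FOXO1 and WNT6 are named only as targets. A promoter peak was present at 22 of the 32 in DMSO and at 29 in MAK683. All 22 were among the 29, and 7 genes had a peak only in MAK683. MMP10, CXCL9 and CXCL10 had none in either library. Under the −log10 q minimum of 10, the alternative that moved these numbers most, they were 13 and 23. Across the 29 genes the median log2 change in promoter height was 0.60, with 24 genes higher and 5 lower in MAK683. Across the 16247 protein-coding genes with a promoter peak the median was -0.42, and 21.5% were higher. None of 10000 random lists matched on height reached the median of the named genes, which placed it at percentile 100; the random medians had a central 95% range of -0.55 to -0.14 and a maximum of 0.41. COL4A1 and COL4A2 share a promoter, and the same peaks were counted for both. The percentile was 100 under every alternative tried. With only the 22 genes that had a peak in both libraries, and so no floor, the list median was 0.49, with 17 genes higher. The list without the 4 genes named only as targets, which was chosen after seeing the data, had a median of 0.80.

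Coordinates of the genes given in full are in GRCh37, and heights carry exact Clopper-Pearson intervals in RPM. At CDKN2A (ENSG00000147889; chromosome 9, 21967751 to 21995300, minus strand), which encodes p16, the tallest DMSO promoter peak lay at 21974338 to 21975736, with its summit 77 bp upstream of the TSS at 21974856, within an intron of longer transcripts of the gene. Its height was 1.08 RPM from 18 tags (0.643 to 1.71). The MAK683 peak, at 21974189 to 21976388, reached 2.24 from 41 tags (1.61 to 3.05). The log2 ratio was 1.05, with a 95% counting interval of 0.25 to 1.85 that excludes 0. At ITGA2 (chromosome 5, 52285170 to 52390609, plus strand) the peak rose from 0.542 RPM and 9 tags (0.248 to 1.03) at 52284846 to 52285899 to 1.75 and 32 tags (1.20 to 2.47) at 52284282 to 52286660. The MAK683 summit lay in an intron of ITGA2, 304 bp downstream of the TSS. The log2 ratio was 1.69 (0.63 to 2.76). At GATA4 (chromosome 8, 11534468 to 11617511, plus strand) the peak rose from 0.542 and 9 tags (0.248 to 1.03) at 11561565 to 11562182 to 0.985 and 18 tags (0.584 to 1.56) at 11560540 to 11563235. The log2 ratio of 0.86 lay at percentile 95.6 of all promoters with a peak and had an interval that includes 0 (-0.29 to 2.02). Both summits lay within 55 bp of the TSS at 11561711, the DMSO summit in an untranslated region and the MAK683 summit in an intron.

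MMP2 (chromosome 16, 55423612 to 55540603, plus strand) had no DMSO promoter peak. In MAK683 a peak of 9 tags at 55513039 to 55513249 covered the TSS at 55513110. The tallest, of 12 tags and 0.657 RPM (0.339 to 1.15) at 55509906 to 55510497, only reached the edge of the window and had its summit in an intron of a longer transcript. GBP1 (chromosome 1, 89517565 to 89531043, minus strand) likewise had a peak only in MAK683, at 89529767 to 89531042 across its TSS, with an intronic summit, 10 tags and 0.547 RPM (0.263 to 1.01). At these tag numbers a peak in MAK683 and none in DMSO lies close to what the depth can show. BMP6 and HLA-B moved the other way. At BMP6 (chromosome 6, 7726332 to 7881961, plus strand) the peak over the TSS had 40 tags and 2.41 RPM (1.72 to 3.28) in DMSO, at 7725448 to 7729395, and 30 tags and 1.64 (1.11 to 2.34) in MAK683, at 7725760 to 7729419. The log2 ratio of -0.55 (-1.24 to 0.13) lay at percentile 36.3 of all promoters with a peak. At HLA-B (chromosome 6, 31321649 to 31334844, minus strand) the height fell from 1.45 and 24 tags (0.926 to 2.15) at 31324509 to 31325214 to 0.821 and 15 tags (0.460 to 1.35) at 31324553 to 31325214. The DMSO summit lay in an untranslated region. The log2 ratio was -0.82 (-1.75 to 0.11). The intervals of both ratios include 0, and also the median of -0.42 of all promoters with a peak. HLA-B resembles other HLA genes in sequence and its alleles differ between cell lines, so its tag numbers are uncertain. MMP10 (chromosome 11, 102641233 to 102651359, minus strand) had no promoter peak in either library, and a signal below 6 tags would not have been listed.

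**Figure D4:**
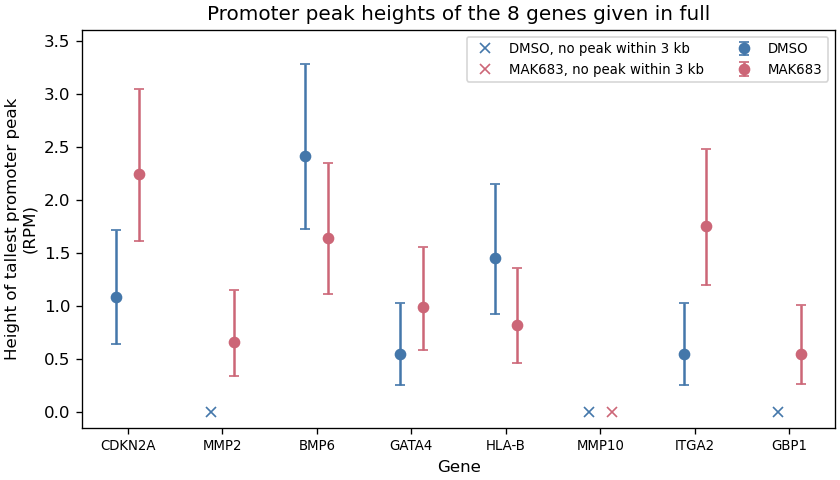
Height of the tallest peak within 3 kb of the TSS of each of the 8 genes given in full, in RPM, in DMSO and MAK683, with 95% Clopper-Pearson intervals; a cross at 0 marks a library without a peak. CDKN2A, GATA4 and ITGA2 are higher in MAK683, BMP6 and HLA-B are higher in DMSO, and MMP2 and GBP1 have a peak only in MAK683.

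Among peaks found in a single library, the tallest in DMSO were 3 peaks of 29 tags, or 1.75 RPM (1.17 to 2.51). They lay on chromosome 12 at 65950249 to 65951610, in an exon of the long noncoding RNA MSRB3-AS1; on chromosome 15 at 35476104 to 35477254, between genes; and on chromosome 6 at 111200133 to 111200899, in an intron of AMD1. The tallest in MAK683 lay on chromosome 12 at 68799409 to 68800413, in an intron of the long noncoding RNA LINC02384, with 36 tags and 1.97 RPM (1.38 to 2.73). It was followed by a peak of 34 tags on chromosome 5 at 36064747 to 36067883, whose summit was 78 bp from the TSS of UGT3A2. Peaks of 33 tags lay on chromosome 11 at 134279022 to 134281373, with its summit in an intron of B3GAT1, and on chromosome 5 at 155753175 to 155754626, with its summit 20 bp from the TSS of SGCD in an untranslated region.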

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

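The tests of this part were chosen after the results were seen. Unplaced sequences and the mitochondrion, which the comparisons above leave out, held 500 peaks in the MAK683 library against 446 in the DMSO library. The ratio was 1.12 (interval 0.987 to 1.27), an interval that includes 1. The interval, which treats peaks as independent, lay below the ratio of 1.41 on the main chromosomes. Single main chromosomes ran from 0.832 to 2.12, and chromosomes 15, 16 and X had 1.14, 1.15 and 1.13. The ratio of 1.12 lay within that spread, so the test cannot set these sequences apart from the main chromosomes. The covered length was 550.2 kb in MAK683 and 507 kb in DMSO. No separate biological explanation was tested.

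On the unplaced sequence GL000228.1 the MAK683 library had 39 peaks and the DMSO library 17, and the covered length was 1.95 times as large. The tallest peak there held 84 tags in MAK683 and 83 in DMSO. Unplaced sequences of this kind hold repeats, and reads of a repeat may be placed at any of its copies. Peak lists do not show where else such reads align. The difference therefore cannot be told apart from that explanation or, with 1 library per group, from chance variation between libraries. GL000228.1 was flagged by a rule that asked for at least 20 peaks and at least 2 times the DMSO number. An excess in DMSO could not be flagged. On GL000191.1 the difference went the other way, with 14 DMSO and 4 MAK683 peaks.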

How the results depend on the processing

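The percentile of the named genes was 100 under all 6 alternatives, and the log2 ratio of shared heights stayed negative under all 9. The ratio of peak numbers and the ratio of covered bases changed direction with the peak filter. With a −log10 q of at least 5 they were 0.965 and 0.908, with at least 10 they were 0.846 and 0.777, and with at least 1 RPM, chosen after seeing the data, 0.716 and 0.682. With equal numbers of peaks the ratio of covered bases was 0.962, and the ratio of numbers is 1 by construction. The counts by height show the cause: MAK683 had more low peaks and fewer tall ones.

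With a −log10 q of at least 5, 54.7% of DMSO and 59.5% of MAK683 peaks were shared, the TSS-proximal shares were 38.9% in DMSO, 38.2% in MAK683, 25.8% in DMSO only and 21.4% in MAK683 only, and the log2 height ratio was -0.34. With at least 10 these were 63.7%, 77.5%, 53.7%, 57.7%, 32.2%, 32.5% and -0.41, and 13 named genes had a DMSO promoter peak. HLA-B then had a peak in DMSO alone. With at least 1 RPM the shares were 59.6%, 84.6%, 59.0%, 67.0%, 38.8% and 39.8%. The TSS-proximal share was thus higher in MAK683 under the strictest filters and lower under the others. With equal numbers of peaks the shared percentages were 49.1% and 51.6%, the TSS-proximal shares in MAK683 and MAK683 only were 31.6% and 18.5%, and the log2 height ratio was -0.29. With the common height floor the ratio of peak numbers was 1.39 and the shared MAK683 percentage 43.6%.

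Requiring at least 50% of each peak to be overlapped gave 31.7% and 22.4% shared and a log2 height ratio of -0.36. Summits at most 150 bp apart also gave 31.7% and 22.4%. The TSS-proximal shares, in the same order as above, were 19.6%, 16.4%, 8.25% and 7.52% with a 1 kb window, 22.7%, 17.5%, 13.4% and 7.78% with protein-coding TSSs, and 37.7%, 31.4%, 27.7% and 20.5% with the TSSs of all basic transcripts, chosen after seeing the data. The log2 height ratio was -0.19 without depth scaling, -0.26 with the fold enrichment, -0.40 at TSS-proximal peaks and -0.29 elsewhere. Where no cause is given, it was not tested.

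The other 36 of 92 values stayed within the interval of the main value, or within 1.5 times of a count. Among them, counting every row and merging regions within 100 bp could not move anything, as no rows or regions of that kind existed. At a median of 9 tags, peaks found in a single library sit near the lowest height called, so depth limits any statement about them.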

Other observations

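All tests in this part were chosen after the main comparisons were seen. Those on saturation, on the sharing filter, on peaks of a single library, on sampling, threshold and copy number in windows were also written after the values they measure had been seen in part or in full. With 1 library per group, a biological effect of MAK683 cannot be separated from variation between cultures or preparations in any of them.

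The promoters of the named genes rose while most promoters fell. GC content of the promoters was tested first. Its median was 67.7% at the named promoters and 66.7% at all promoters with a peak, and among 10000 lists matched on GC the list was at percentile 100. Low starting height of the promoters was also tested, since low peaks rise more easily: the median DMSO height was 0.843 RPM at the named genes against 1.81 at all, and among lists matched on the DMSO height the list was again at percentile 100, with a largest random median of 0.51. Regional change around the genes was tested by subtracting the median height change of shared regions within 1 Mb, leaving out 10 kb around the TSS. The list median was then 0.89 against -0.08 for all promoters, at percentile 100. None of the 3 explanations accounted for the rise. It is consistent with a local opening of these promoters in the MAK683 culture, as a hypothesis. The study chose many of these genes with expression and accessibility data from this cell line, so the rise cannot be told apart from that selection. The list also includes genes such as BMP6 and HLA-B that fell.

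Shared peaks were lower in the MAK683 library. Removing duplicate tags flattens tall peaks in a deeper library, but complete saturation would lower heights by no more than the log2 ratio of tags, -0.14, and the tallest quartile had a median of -0.48. The medians of the height quartiles differed by -0.34 between the tallest and the lowest. Keeping only regions called in both libraries could produce this, since a low region that fell further would not be called. This was simulated with true heights fitted to the DMSO peaks of at least 11 tags and extrapolated below that. The simulation used a fall of -0.49 at every height and Poisson tags. With the 10th percentile of tags in each library as the calling limit, the simulated difference was -0.16, short of that observed, among 64500 shared regions. With the lowest tags in each library as the limit it was -0.35, but 100173 regions were then shared, against 57983 observed. With the 10th percentile limit, the simulated medians of height quartiles 2 and 3 were -0.40 and -0.46. With the lowest tags they were -0.33 and -0.43. The observed medians were -0.26 and -0.34, smaller falls than either limit gave. Quartiles were cut within each simulated set, so they cover other heights than the observed quartiles. Low heights were extrapolated, so this difference does not decide on the filter. In the lowest quartile, the lowest tags as the limit gave -0.14, as observed. The exact limit is not known either, so below the tallest quartile the filter cannot be told apart from a smaller fall. Among shared regions of at least 1.5 RPM the difference between quartiles was 0.042 and the median was -0.49. This says nothing of lower regions. Weaker enrichment in the MAK683 library was tested by matching height in 20 bins. TSS-proximal and other regions, which differed by -0.11 unmatched, then differed by -0.017, but the filter also pulls low regions of both kinds together. At 1.5 RPM or more the matched difference, in 10 bins, was -0.038. A similar fall at both kinds of tall region is consistent with weaker enrichment over background in the MAK683 library. This remains a candidate explanation for the fewer tall peaks, and the lists do not hold the tags outside peaks that would decide it.

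Some peaks of at least 1 RPM were called in a single library: 552 of 24987 in DMSO and 875 of 17893 in MAK683. Taking each height as exact, counting error predicts 91.8 and 16.5. That ignores that peaks were selected for being tall. With the true heights fitted as a mixture of Poisson means, 608 and 254 were expected. The DMSO expectations of both kinds also took heights in MAK683 to be lower by the tallest-quartile median of -0.48. The MAK683 expectations took heights as equal in the libraries, so the expectations of the libraries rest on different models. The DMSO number was 0.908 times the expectation, so counting error together with that fall in height can account for it. The MAK683 number was 3.44 times the expectation. Counting error alone, under this model, did not account for the MAK683 peaks, which may include sites that opened, and no other explanation was tested for them.

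The gain of peaks was uneven along the genome. In 547 windows of 5 Mb with at least 100 peaks, the ratio of peak numbers ran from 0.644 to 11.1. In 100 binomial draws with the same share everywhere it ran from 0.689 to 2.76. On chromosome 11 from 95000001 to 100000000 there were 12 DMSO and 133 MAK683 peaks, and on chromosome 18 from 35000001 to 40000000 there were 18 and 190. On chromosome 22 from 40000001 to 45000000 there were 438 and 282. These windows were chosen after their values were seen. Windows with a ratio above 3, of which there were 95, held a median of 15 protein-coding genes and had a median GC of 37.6%. The 124 windows with a ratio under 1 held 51.5 genes and had a GC of 44.7%. Across windows, which are not independent, the Spearman correlation of the log2 ratio was -0.54 with GC and -0.54 with gene number.

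Sampling did not account for this: the dispersion of window counts was 28.9, where about 1 is the value for sampling alone. A cubic in window GC lowered it to 20.4, so GC explained a part and left more than it removed. The peak caller used a single background for the genome, so a small regional rise in coverage may lift many weak sites over the threshold. For peaks of at least 1 RPM the dispersion was 1.89, against 5.45 for as many peaks drawn from all. Thus 0.200 of the excess over 1 remained. Of these tall peaks only 552 of 24987 in DMSO and 875 of 17893 in MAK683 were called in a single library. Such sharing ties the window counts of the libraries together, and random draws from all peaks loosen it. The lower dispersion may come from this sharing, so it does not decide on the threshold. The median log2 height ratio of shared regions was -0.14 in windows with a ratio above 3 and -0.42 in windows with a ratio under 1. These regions were not matched on height. Among all shared regions the median ran from -0.14 in the lowest to -0.48 in the highest quartile of height. The contrast between windows therefore does not show a regional shift by itself. The hypothesis of small regional shifts made large by the threshold remains open. The shifts themselves could come from DNA copy number, since cells arrested before replication hold relatively more late-replicating DNA than cycling cells, or from regional opening. TSS-proximal and other regions moved together over 384 windows with a slope of 0.809 after correction for noise (bootstrap interval 0.639 to 0.976). Both explanations predict that they move together. A shift equal in both kinds of region would give a slope of 1, which lay just above the interval. The bootstrap treats windows as independent, which they are not, so the slope does not separate the explanations. Replication timing and H3K27me3 were not analysed here.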
